A study of Homo sapiens with 9 samples.

How the data were processed

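RNA sequencing was carried out on 9 samples of OVCAR3, an established human cell line derived from high-grade ovarian carcinoma, after 72 h in culture. The labels put 3 samples in each of 3 groups: a scramble hairpin control and 2 hairpins against GPX3, numbered 76 and 78 by the authors and called sh76 and sh78 here. A short hairpin RNA (shRNA) is a transcript that the cell processes into a small guide RNA, which lowers the level of mRNAs that match it. GPX3 encodes glutathione peroxidase 3, a secreted selenoprotein that reduces peroxides. The guide sequences, the vectors and the number of independent transductions were not used here.

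Per the labels' protocols, mRNA was purified with poly-T beads, and the sequencing libraries were non-directional. The authors deposited a table of counts per gene and a table of FPKM values (fragment counts scaled for gene length and library size), each with 58735 genes in 9 columns. The aligner, the counting program, their settings and the genome build are not stated in the labels or the file headers. All 58735 gene identifiers were found in GENCODE release 29 (Ensembl 94, GRCh38), with the same names and the same start and end for 100% of them, and coordinates are given on that build. The count values were whole numbers that summed to a different total in each library, so they were used as raw counts. The deposited FPKM values equalled the deposited counts divided by gene length and by a single size per library, which lay between 98.09% and 102.97% of that library's total count. Because the libraries carry no strand, counts of genes that overlap on opposite strands, and of near-identical copies, could be split or lost in ways that the deposited values do not show. No column of per-sample values was left out.

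Total counts ran from 14652965 to 21327562 per library, and 25630 to 27424 genes had at least 1 count in a library. Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr (minimum count 10, minimum total 15), which left 17023 genes, 13709 of them protein-coding. Libraries were scaled with TMM factors, dispersions were estimated with estimateDisp, and quasi-likelihood F tests were run with robust glmQLFit and 1 coefficient per group over all 9 samples. The contrasts were 4 (each hairpin against scramble, the mean of both hairpins against scramble, and sh78 against sh76). Adjusted p-values are Benjamini-Hochberg values over the 17023 genes, and a gene was called at an adjusted p under 0.05. A gene was counted as changed by both hairpins when it was called in both single-hairpin comparisons with the same sign. The common biological coefficient of variation was 10.4%. Values per gene are CPM (counts scaled to a common library size with the TMM factors) with the SD over 3 replicates, and no count of 3 or fewer in every library of a group was used for a fold change.

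Replicates of a group were compared by a chi-square test of their counts over genes. The statistic per degree of freedom lay between 5.233 and 11.8 in the 9 within-group pairs, so no replicate duplicated another of its group. The labels number the replicates 1 to 3 in every group. Deviations from the group means were correlated across genes between groups, and all 9 same-numbered pairs had an r between 0.14 and 0.39, against −0.31 to 0.06 in the 18 differently numbered pairs. The numbers were therefore read as marking shared batches. A fit with the replicate number as a block, which leaves 4 residual degrees of freedom in place of 6, was planned as an alternative, and its counts are printed beside the results that it changes.

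A set of 5 gene lists was fixed before the data were examined: integrated stress response, p53 targets, NRF2 targets, interferon-stimulated genes and mitotic cell cycle. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01. Both fry and camera with an estimated correlation were run beside it, each adjusted over the 15 list tests. Also fixed beforehand was the rule for the genes named. It took GPX3, GDF15 and the glutathione peroxidase family. It added the 5 highest and 5 lowest protein-coding genes by mean log2 fold change among those changed by both hairpins, and the 3 highest and 3 lowest for sh78 against sh76. Each of these had to have all 3 replicates of one side beyond all 3 of the other and a mean FPKM of at least 1 in a group. Genes named outside that rule were chosen after their values were seen.

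To see what comparisons that share the same controls give by chance, unchanged groups were simulated 20 times from the real means, dispersions and library sizes. The tests were also tested on simulated data with 200 changed genes among 16743 tested. There edgeR recovered 86% of the changed genes for sh76 and 83% for sh78, with 9.5% and 4.6% of its calls false, and 82% of the genes changed by both hairpins with 0.6% false. All planted changes were at least 1 in size on the log2 scale, and the simulated libraries held no replicate batches. These rates therefore do not cover smaller changes or batches. The list test was tested on 10 simulated lists of 20 genes, and called the 1 lowered list and 0 of 27 tests of the others. The simulated genes were drawn independently of each other. The 0 false calls therefore do not cover correlation between the genes of a list. The alternatives were DESeq2 size factors and upper-quartile scaling in edgeR, no low-count filter, at least 10 counts in every sample, and the DESeq2 1.42.0 Wald test. Further ones were protein-coding genes only, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a minimum log2 fold change of 1, fits of only the groups compared, the replicate block, and leaving out each library in turn. A replicate block combined with a per-library correction for GC content and gene length was added after seeing the data. Sequence 7-mers in the longest annotated 3′ UTR of each gene, from GENCODE 29, were compared with fold changes in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.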

Results

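Gene expression was measured by poly-A RNA sequencing in OVCAR3 ovarian cancer cells that carried a scramble hairpin or one of 2 hairpins against GPX3, with 3 replicates per group. The libraries held 15517932, 16986128 and 17759012 counts for scramble replicates 1 to 3. They held 15903902, 20523005 and 21327562 counts for sh76, and 18378585, 14652965 and 15560992 counts for sh78. Mitochondrial genes took between 4.242% and 5.164% of the counts of a library. At these depths a gene at 1 CPM had between 14.7 and 21.3 counts, so that genes of a few CPM carry a sizeable counting error.

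The study asked what GPX3 does in ovarian cancer cells, and its title names GDF15, which encodes growth differentiation factor 15, a secreted stress-induced protein. The targeted gene was examined first. GPX3 (ENSG00000211445, chromosome 5, 151020438 to 151028993, plus strand, GRCh38) had 133 ± 34.8 CPM (SD, n = 3) with scramble, 55.9 ± 0.852 CPM with sh76 and 30.6 ± 4.01 CPM with sh78. All 6 hairpin libraries lay below all 3 scramble libraries. With sh76 the log2 fold change was −1.25 (SE 0.16, edgeR adjusted p 0.00264), which left 42% of the scramble level. With sh78 it was −2.12 (SE 0.17, adjusted p 0.000125 in edgeR), which left 23%. GPX3 was also lower with sh78 than with sh76, by a log2 fold change of −0.86 (edgeR adjusted p 0.0194), but that call was lost in 5 of the 9 fits that each left out 1 library. Scramble replicate 1 had 173 CPM against 109 and 117 CPM in replicates 2 and 3, and without it the log2 fold change was −1.02 for sh76 and −1.88 for sh78.

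GDF15 (ENSG00000130513, chromosome 19, 18374731 to 18389176, plus strand) had 13.6 ± 0.544 CPM with scramble, 3.59 ± 1.56 CPM with sh76 and 1.75 ± 0.615 CPM with sh78 (SD, n = 3). Counts were 209, 242 and 229 in the scramble libraries, 29, 94 and 93 with sh76 and 22, 24 and 37 with sh78. The log2 fold change was −1.89 (SE 0.27, edgeR adjusted p 0.00264) for sh76 and −2.97 (SE 0.31, edgeR adjusted p 0.000208) for sh78, and both calls held in every alternative that was run. The alternative that moved it most was log2(FPKM + 1), where the mean of both hairpins gave −1.77 in place of −2.43. The difference between the hairpins was not called (log2 fold change −1.08, edgeR adjusted p 0.0997). With the replicate number as a block it was called (edgeR adjusted p 0.00334), and GDF15 was lower with sh78 than with sh76 in all 3 same-numbered pairs.

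**Figure D1:**
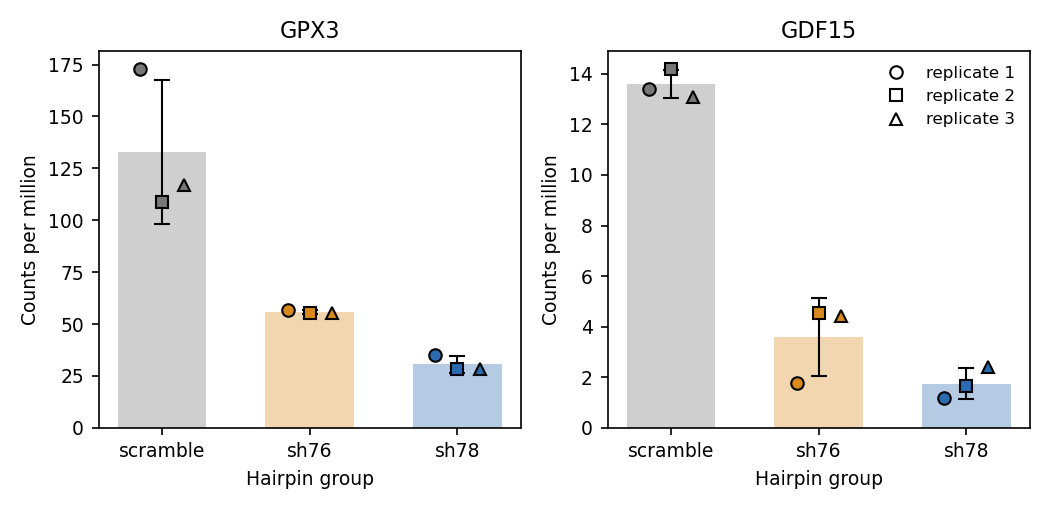
TMM-scaled CPM of GPX3 (left) and GDF15 (right) in the 9 libraries. Bars are group means, whiskers the SD over 3 replicates, and each symbol is 1 library; the GPX3 values run from 109 to 173 CPM with scramble and from 28.3 to 56.8 CPM with the hairpins.

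The other members of the glutathione peroxidase family were examined for changes beside the targeted one. GPX4 had 239 ± 28.5, 201 ± 10.3 and 219 ± 12.1 CPM with scramble, sh76 and sh78 (SD, n = 3). Its log2 fold change with sh76 was −0.25 (edgeR adjusted p 0.107), which was called with the replicate block (edgeR adjusted p 0.00105) and without the low-count filter. GPX1 had 104 ± 6.63, 104 ± 3.01 and 113 ± 3.26 CPM, and GPX8 had 38.7 ± 2.75, 37 ± 6.85 and 39.1 ± 4.77 CPM. Neither was called with either hairpin. Adding a GC content and length correction to the block called GPX1 with sh78 (log2 fold change 0.16, edgeR adjusted p 0.0153). GPX2, with 3 to 12 counts per library, and GPX7, with 0 to 3, were below the count filter. GPX5 and GPX6 had 0 counts in all 9 libraries; 3 counts in a library are the most that a count of 0 allows, which covers counting error only.

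Each hairpin was then compared with scramble across all genes. With sh76, 610 genes were called by edgeR at an adjusted p under 0.05, of which 243 were higher and 367 lower. With sh78, 750 were called, 315 higher and 435 lower. The mean of both hairpins gave 687 genes, 253 higher and 434 lower. Changes of at least 1 on the log2 scale were seen in 100, 135 and 84 of these genes. The replicate block, alone or with a GC content and length correction (3481, 3347 and 3472 genes), moved these counts most. Alone it called 3467 genes for sh76, 3388 for sh78 and 3462 for the mean of both, including 610, 749 and 683 of the genes called without it. Leaving out sh76 replicate 2 lowered the sh76 count to 237, and leaving out scramble replicate 2 lowered the sh78 count to 418 and that of the mean to 299.

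The hairpins were set against each other to see how far their effects were shared. In both comparisons with the same sign, 224 genes were called, 74 higher and 150 lower, and 7 were called with opposite signs. In 20 simulations of unchanged groups that shared the same controls, at most 1 gene was called in both. With the block, 1412 genes were shared, 635 higher and 777 lower, among them all 224, and 133 had opposite signs. Leaving out sh76 replicate 2 lowered the 224 to 108. Across the 17023 genes, the log2 fold changes of the 2 hairpins correlated with a Pearson r of 0.47 and a Spearman rho of 0.47, and 68% had the same sign. Genes are not independent replicates, and the simulated unchanged groups gave an r of 0.51, a rho of 0.46 and a same-sign share of 66.8%. The Pearson r was thus no higher than shared controls alone give, and the spread of the other 2 over the simulations was not computed.

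Between the hairpins themselves, 629 genes were called for sh78 against sh76, 336 higher and 293 lower with sh78. This is within the range of the counts against scramble. More genes were lower than higher on log2(FPKM + 1) (206 higher and 244 lower), on log2(FPKM + 0.1) (195 and 235), with the block and the GC content and length correction (1517 and 1607) and in 3 of the 9 leave-one-out fits, so the 336 and 293 show no stable direction. The block raised the count to 3117 genes, and leaving out sh76 replicate 2 lowered it to 273.

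**Figure D2:**
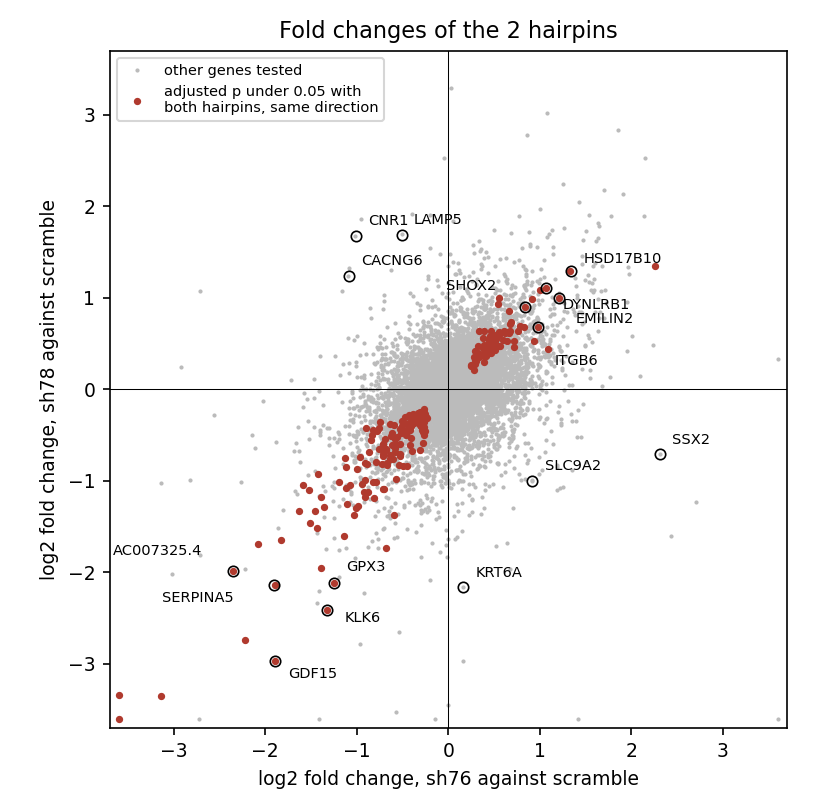
Log2 fold change of each of 17023 genes with sh76 (horizontal) and with sh78 (vertical), both against scramble. The 224 genes called with both hairpins in the same direction are red, the genes named in the text are circled, and 8 genes beyond 3.6 are drawn at the axis limit.

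Of the genes higher with both hairpins, the 5 with the highest mean fold change were HSD17B10, EMILIN2, DYNLRB1, SHOX2 and ITGB6. HSD17B10 (ENSG00000072506, chromosome X, 53431258 to 53434373, minus strand) encodes a mitochondrial dehydrogenase that is also a subunit of mitochondrial RNase P. It had 39.1 ± 0.67, 98.6 ± 6.16 and 95.7 ± 6.04 CPM with scramble, sh76 and sh78 (SD, n = 3). Its log2 fold changes were 1.34 (SE 0.07, edgeR adjusted p 6.71e-07) and 1.29 (SE 0.07, edgeR adjusted p 5.4e-07). DYNLRB1 (ENSG00000125971, chromosome 20, 34516409 to 34540958, plus strand), a dynein light chain, had 40.9 ± 2.98, 85.7 ± 3.15 and 88 ± 1.78 CPM and log2 fold changes of 1.07 and 1.11 (edgeR adjusted p 4.88e-06 and 1.58e-06). EMILIN2 (chromosome 18, 2847030 to 2915993) rose from 3.17 ± 0.3 CPM to 7.32 ± 1.34 and 6.38 ± 1.3 CPM, and its sh78 call was lost in 4 of the 9 leave-one-out fits. ITGB6 (chromosome 2, 160099666 to 160200313) rose by 0.98 and 0.68 from 17 ± 0.941 CPM and kept both calls in every alternative. SHOX2 (chromosome 3, 158095954 to 158106503) rose by 0.84 and 0.90 from 2.8 ± 0.545 CPM; its calls (edgeR adjusted p 0.0477 and 0.031) were lost in 7 and 5 of those 9 fits. HSD17B10, ITGB6, DYNLRB1 and SHOX2 overlap other annotated genes with counts. Transcripts of HSD17B10, EMILIN2 and DYNLRB1 hold the 7-mer GTCGCCC, the one that marked genes lower with scramble most strongly in a scan of 3′ UTRs.

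The 5 genes with the lowest mean fold change were GDF15, AC007325.4, SERPINA5, KLK6 and GPX3. KLK6 (ENSG00000167755, chromosome 19, 50958631 to 50969673, minus strand), a secreted serine protease, had 36.7 ± 2.58, 14.7 ± 0.313 and 6.9 ± 1.06 CPM with scramble, sh76 and sh78 (SD, n = 3). Its log2 fold changes were −1.32 (SE 0.11, edgeR adjusted p 5.04e-05) and −2.41 (SE 0.12, edgeR adjusted p 2.2e-07). SERPINA5 (ENSG00000188488, chromosome 14, 94561442 to 94593120, plus strand), a serine protease inhibitor, had 9.84 ± 2.82, 2.67 ± 1.12 and 2.19 ± 0.98 CPM. Its log2 fold changes were −1.90 and −2.14 (edgeR adjusted p 0.0118 and 0.00585), and the sh76 call was lost without sh76 replicate 2. KLK6 and SERPINA5 also overlap annotated genes with counts. AC007325.4 lies on the unplaced scaffold KI270734.1 (131494 to 137392) and had 1.88 ± 0.484 CPM with scramble and under 1 CPM with each hairpin. Its counts are uncertain because a copy on an assembled chromosome could share its reads, and its calls were lost in 2 and 3 of the 9 leave-one-out fits.

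Among genes that differed between the hairpins, the 3 with the highest fold change of sh78 over sh76 were CNR1, CACNG6 and LAMP5. CNR1 (chromosome 6, 88139864 to 88166359), the cannabinoid receptor 1 gene, had 2.5 ± 0.855, 1.21 ± 0.839 and 8 ± 0.302 CPM with scramble, sh76 and sh78 (SD, n = 3), and a log2 fold change of 2.69 between hairpins (SE 0.35, edgeR adjusted p 0.00106); a transcript of it holds a 7-mer that marked genes lower with sh76. CACNG6 (chromosome 19, 53992288 to 54012669) had 1.2 ± 0.483, 0.547 ± 0.268 and 2.91 ± 1.56 CPM and a log2 fold change of 2.34 (SE 0.51, edgeR adjusted p 0.0247), lost in 5 of 9 leave-one-out fits and on the FPKM scale. LAMP5 (chromosome 20, 9514358 to 9530524) had 1.52 ± 0.416, 1.06 ± 0.166 and 4.91 ± 0.754 CPM and a log2 fold change of 2.20 (SE 0.26, edgeR adjusted p 0.000417), and it overlaps LAMP5-AS1.

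The 3 with the lowest fold change were SSX2, KRT6A and SLC9A2. KRT6A (chromosome 12, 52487174 to 52493257), a keratin gene, had 30.8 ± 4.42, 34.4 ± 3.78 and 6.9 ± 0.741 CPM and a log2 fold change of −2.32 (SE 0.14, edgeR adjusted p 1.57e-06). SLC9A2 (chromosome 2, 102619707 to 102711318) had 5.28 ± 0.613, 10 ± 3.19 and 2.64 ± 0.661 CPM and a log2 fold change of −1.92 (SE 0.24, edgeR adjusted p 0.000661), and a transcript of it holds a 7-mer that marked genes lower with sh78. Against scramble it was called higher with sh76 (edgeR adjusted p 0.037) and lower with sh78 (edgeR adjusted p 0.0389). SSX2 (chromosome X, 52696896 to 52707189) had 0.467 ± 0.37, 2.36 ± 1.12 and 0.286 ± 0.226 CPM and a log2 fold change of −3.02 (SE 0.62, edgeR adjusted p 0.0167), lost in 4 of 9 leave-one-out fits. Its reads can be shared with SSX2B, which had 1.52 ± 1.39, 0.24 ± 0.192 and 0.436 ± 0.179 CPM. The sum of both copies was 1.99 ± 1.5, 2.59 ± 0.937 and 0.721 ± 0.0497 CPM, so the SSX2 difference of sh76 from scramble lay within the replicate spread of the sum.

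Gene lists of stress and proliferation programmes, 5 in number, were tested because GPX3 is an antioxidant enzyme and GDF15 a stress-induced gene. The integrated stress response list was lower with both hairpins. All 19 members tested had negative fold changes with each hairpin, with a median log2 fold change of −0.52 for sh76 (camera adjusted p 4.59e-16) and −0.66 for sh78 (camera adjusted p 7.76e-19). Of these genes, 15 were called lower with sh76 and 14 with sh78 over all genes tested, and 17 and 18 when adjusted over the list alone. The block called 17 and 19. The list median was below 0 in all 6 same-numbered pairs, from −0.64 to −0.35. TRIB3 (−0.72 and −0.82), PSAT1 (−0.71 and −0.71) and MTHFD2 (−0.79 and −0.80) were among the members called with both hairpins.

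Interferon-stimulated genes were higher with sh78, by a median log2 fold change of 0.52 over 24 genes (camera adjusted p 2.38e-12), with 12 genes called and 15 when adjusted over the list alone. The block called 16 with sh78. With sh76 the median was 0.22 (camera adjusted p 0.0026), with 18 of 24 genes higher. None of them (0) was called over all genes or adjusted over the list alone, 8 had an unadjusted p under 0.05, and the block called 6. Both the 8 and the 6 include USP18, which was lower with sh76 (log2 fold change −0.37), while their other members were higher. Mitotic genes were slightly higher, by medians of 0.13 and 0.15 (camera adjusted p 0.000396 and 0.000299), with 2 of 20 called for each hairpin, and 4 and 2 adjusted over the list alone. The block called 7 mitotic genes with sh76 and 9 with sh78. NRF2 targets were lower with sh78 by a median of −0.24 (camera adjusted p 0.000109; 4 of 21 called, 8 adjusted over the list alone) and not with sh76 (median −0.05, camera adjusted p 0.484; 3 called, 3 adjusted over the list alone). With the block, 9 NRF2 genes were called for sh78, and 11 for sh76, the latter in both directions. Camera with the block still did not call the NRF2 list for sh76 (adjusted p 0.373). The p53 targets were called with neither hairpin (medians −0.13 and −0.09, camera adjusted p 0.0767 and 0.504). Of the p53 genes, 1 and 3 were called, and 3 and 4 adjusted over the list alone. With the block, 8 and 6 were called, and fry then called the list for both hairpins (adjusted p 0.000721 and 0.0118) while camera did not (adjusted p 0.0699 and 0.373). With an estimated correlation, the stress response calls held for both hairpins (adjusted p 0.0304 and 0.0269), as did that of the interferon list for sh78 (adjusted p 0.0269). Those of the mitotic list, of the NRF2 list and of the interferon list for sh76 did not. The single-hairpin calls made by camera all held under fry. With both the block and an estimated correlation, the adjusted p of the stress response list was 0.0827 for each hairpin, and that of the interferon list for sh78 was 0.0827.

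**Figure D3:**
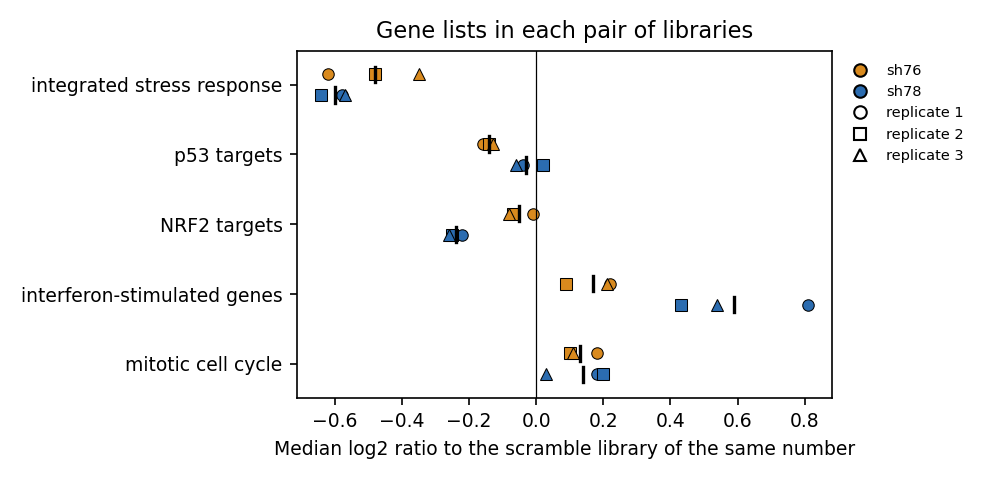
Median log2 ratio of each gene list in a hairpin library to the scramble library of the same replicate number. Each symbol is 1 pair of libraries and the black bar is the mean of 3 pairs; the integrated stress response medians run from −0.64 to −0.35.

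The difference between the hairpins was tested for the lists as well. Interferon-stimulated genes were higher with sh78 than with sh76, by a median of 0.33 with 21 of 24 genes higher (camera adjusted p 3.49e-07, fry 0.0135, estimated correlation 0.088). NRF2 targets were lower with sh78, by a median of −0.24 with 18 of 21 lower (camera adjusted p 0.00117), but neither fry (adjusted p 0.103) nor an estimated correlation (0.422) called it. The NRF2 median was below 0 in all 3 same-numbered pairs (−0.22, −0.13 and −0.31), and these tests did not use the block. The integrated stress response list was not called between the hairpins (median −0.09, camera adjusted p 0.0882).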

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

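The tests of GC content, of the interferon list within pairs, of graded responses and of 7-mers across separate chromosomes were chosen after the result was seen; the others in this part were chosen before their own values were seen. With 3 samples in each group, no rule for single outlying samples was applied. The leave-one-out fits show how far a single library moved the results.

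The results singled out here are those whose hairpins differed from each other in the direct test of sh78 against sh76. In all, 629 genes differed, and in 1 of the 10 splits of the 6 hairpin samples into groups of 3 (the real one) as many genes were called, a share that cannot fall under 0.1 with so few samples. A bias by GC content and gene length is argued against as the whole cause, because 3124 genes were called with that correction in the fit with the replicate block, against 3117 without it. Unequal knockdown of GPX3 is argued against as the main source. Of the 628 genes other than GPX3, 54.6% changed further with sh78 in the direction of their mean change. That is near the share that no relation would give. Opposite signs against scramble were seen for 436, but picking genes for a difference between the hairpins favours such signs. Only 7 of all genes tested were called with opposite signs in both comparisons, so the 436 are not counted as evidence.

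A candidate explanation for a part of these genes is the binding of the guides to other mRNAs through short seed matches in 3′ UTRs. The 7-mer that best marked genes lower with sh78, picked on the odd-numbered chromosomes, was then counted on the others. It was found in 20 of 95 genes called lower with sh78 than with sh76 (21.1%), against 6.4% of the other genes there (Fisher's exact test, two-sided, p 3.01e-06). In the other direction, on the odd-numbered chromosomes, it was found in 12 of 121 (9.9%), against 5.8% (p 0.0756). For sh76, the 7-mer picked on the odd-numbered chromosomes was not its best one and was found in 5 of 137 genes (3.6%) against 3.3% (p 0.808). Its best one, picked on the other chromosomes, was found on the odd-numbered ones in 30 of 161 genes (18.6%) against 13.7% (Fisher's exact test, two-sided, p 0.0824). Over all chromosomes the best 7-mers of sh76 were in 26.8% of its lower genes against 19.5%, but on the genes they were picked on, so a part of sh76 seed matches in these calls cannot be told apart from none at these numbers. Direct matches to the top 7-mers in the longest 3′ UTR were not the whole cause. Of 514 scanned genes, 139 (27%, Wilson 95% interval 23.4% to 31%) held a top 7-mer of the hairpin they were lower with. Other seed sites, other 3′ UTRs and indirect effects were not counted, so off-target action is not excluded for the others. What sets apart the rest of the genes stays open, including separate growth of the transduced cultures, which the groups confound with the hairpins.

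GPX3 itself was lower with sh78, with a log2 fold change of −0.86 (edgeR adjusted p 0.0194), as was KLK6, with −1.08 (edgeR adjusted p 0.000385). The GPX3 difference is the depth of the knockdown. KLK6 fell with both hairpins and in all 6 same-numbered pairs, so that a response graded by GPX3 may apply to it. Over all 686 other genes called in the mean of both hairpins, the further change with sh78 was smaller. It was 0.08 ± 0.0099 of the mean change (SD over 3 pairs). GPX3 had 0.51, a value from the fit over all libraries that was given no spread.

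CNR1, with a log2 fold change of 2.69 (edgeR adjusted p 0.00106), CACNG6, with 2.34 (edgeR adjusted p 0.0247), and LAMP5, with 2.20 (edgeR adjusted p 0.000417), were higher with sh78 than with sh76. All 3 were above scramble with sh78 and below it with sh76 in all 3 same-numbered pairs. SLC9A2, with −1.92 (edgeR adjusted p 0.000661), went the opposite way in all 3 pairs. Movement to both sides of scramble argues against a common dose of GPX3 loss as the source for SLC9A2, and with the block for CNR1 and CACNG6. The fall of LAMP5 with sh76 was not called (log2 fold change −0.51, edgeR adjusted p 0.395, with the block 0.243). A rise of LAMP5 with the deeper knockdown alone thus stays open. The genes were picked for large differences between the hairpins, which favours opposite movement. In the set, 54.6% went along with the mean change. CACNG6 had 4 to 62 counts per library, and its call was lost in 5 of 9 leave-one-out fits. A transcript of CNR1 holds a top 7-mer of sh76, a transcript of SLC9A2 one of sh78, and those of CACNG6 and LAMP5 none of either hairpin, a count that decides nothing for single genes.

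KRT6A was lower with sh78 than with sh76, with a log2 fold change of −2.32 (edgeR adjusted p 1.57e-06). Reads shared with its paralogs KRT6B and KRT6C are argued against, because in the sum of these genes all 3 sh78 libraries lay below all 3 sh76 libraries (7.37 ± 0.807 against 35 ± 3.6 CPM). A biological difference between the hairpin cultures stays open as a hypothesis. SSX2 was lower by −3.02 (edgeR adjusted p 0.0167). In the sum of SSX2 and SSX2B, all 3 sh78 libraries again lay below all 3 sh76 libraries, which argues against shared reads as the source of that order, but the log2 ratio of the group means shrank to −1.85. Part of the size of the SSX2 difference may come from how reads were divided between the copies: scramble replicate 2 had 52 counts for SSX2B and 7 for SSX2, while sh76 replicate 2 had 5 and 55.

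Interferon-stimulated genes were higher with sh78 than with sh76, by a median log2 fold change of 0.33 over 24 genes (camera adjusted p 3.49e-07). A batch shift common to the groups cannot be the source, because each replicate number occurs in every group. The median was above 0 in 3 of 3 same-numbered pairs (0.37, 0.30 and 0.32). Double-stranded RNA made from a hairpin vector, at a different dose in each culture, is one candidate explanation and the loss of GPX3 another; the libraries hold no measure that separates them. NRF2 targets were lower with sh78 than with sh76 by a median of −0.24 (camera adjusted p 0.00117). That call was lost under fry without the block (adjusted p 0.103), although all 3 same-numbered pairs had a median below 0 (−0.22, −0.13 and −0.31). No explanation was tested for it.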

How the results depend on the processing

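GPX3 and GDF15 kept a negative fold change and an adjusted p under 0.05 against scramble in every alternative and leave-one-out fit, for each hairpin and for the mean of both. Over these, GPX3 ran from −1.38 to −1.02 with sh76 and from −2.24 to −1.88 with sh78, and GDF15 from −2.09 to −1.51 and from −3.27 to −2.04. The 19 stress response genes kept their call in 14 alternatives run on lists, with medians from −0.58 to −0.45 and from −0.78 to −0.56, and lost it with the block and an estimated correlation together (adjusted p 0.0827). No scaling moved the median of all genes by more than 0.033 on the log2 scale.

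Without the low-count filter, 1149 genes were called for sh76, 1212 for sh78, 1181 for the mean of both, 1125 for sh78 against sh76, and 424 in the same direction with both, 219 of them among the 224. With the replicate block, the counts were 3467, 3388, 3462, 3117 and 1412. With the block and the GC content and length correction, chosen after seeing the data, they were 3481, 3347, 3472, 3124 and 1428. Requiring a log2 fold change of at least 1 left 100, 135, 84, 124 and 32 genes, by construction. Taking the 6 hairpin samples as one group gave 323 genes for the mean of both, where the differences between the hairpins enter the spread. For the block, the same-numbered libraries deviated together, so that it removes a shared part of the spread; for the missing filter, the cause was not tested.

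Leaving out 1 library at a time gave from 237 to 655 genes for sh76, the lowest without sh76 replicate 2, and from 418 to 810 for sh78, the lowest without scramble replicate 2. It gave from 299 to 726 for the mean of both, from 273 to 780 for sh78 against sh76, and from 108 to 213 in the same direction with both. Fewer samples leave less power, and the cause was not tested further. The correlation of the hairpins' fold changes ran from 0.44 to 0.56 in these fits and was 0.51 on log2(FPKM + 1), with the cause not tested.

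The difference of GDF15 between the hairpins was called with no low-count filter (−1.08), with DESeq2 (−1.07), with the replicate block (−1.06) and with the block and correction (−1.05). It ran from −1.38 to −0.84 in the leave-one-out fits, where it was called without sh76 replicate 1. Over all alternatives its adjusted p ran from 0.00036 to 0.306. That of GPX3 ran from −0.98 to −0.80 in the leave-one-out fits and was called in 4 of 9 of them. The causes were not tested. Of the other comparisons of named genes, the block added the calls of GPX4 with sh76 (−0.25, edgeR adjusted p 0.00105) and for the mean of both (edgeR adjusted p 0.00409), CNR1 with sh76 (edgeR adjusted p 0.00448), CACNG6 with sh76 and sh78 (edgeR adjusted p 0.0192 and 0.00127), and ITGB6 for sh78 against sh76 (edgeR adjusted p 0.00477).

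With an estimated correlation, the interferon list for sh76 (0.22), the mitotic list for sh76 (0.13), sh78 (0.15) and the mean of both (0.12), and the NRF2 list for sh78 (−0.24) and the mean of both (−0.15) were no longer called, and fry also lost the last. Their medians do not change with the test. With the block, fry called the p53 list for sh76, sh78 and the mean of both (adjusted p 0.000721, 0.0118 and 0.00172) and the NRF2 list for the mean (adjusted p 0.0113), while camera with an estimated correlation called no list; the stress response and the interferon list for sh78 and the mean had an adjusted p of 0.0827.

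In the leave-one-out fits, the NRF2 median ran from −0.14 to 0.01 with sh76 and from −0.19 to −0.09 for the mean. The p53 median ran from −0.17 to −0.08 with sh76, from −0.09 to 0.01 with sh78 and from −0.15 to −0.02 for the mean. The NRF2 call for the mean was lost without scramble replicate 3 (camera adjusted p 0.0957). The p53 list was called without scramble replicate 2 for sh76 and for the mean (camera adjusted p 0.0166 and 0.0362), and without sh76 replicate 3 for sh76 (camera adjusted p 0.029). The mitotic median ran from 0.08 to 0.16 with sh76, from 0.09 to 0.16 with sh78 and from 0.07 to 0.16 for the mean, with all calls kept. Small fold changes of uncalled genes changed sign: GPX1 with sh76 ran from −0.06 to 0.03, and GPX8 from −0.22 to 0.05 with sh76 and from −0.10 to 0.06 with sh78. With the block and correction, GPX1 with sh76 was 0.03 and GPX8 with sh78 was −0.01. For the named genes other than GPX3 and GDF15, in the comparisons for which each was named, 7 calls were lost and 4 gained (GPX4 with sh76 in 3 alternatives, GPX1 with sh78 in 1) in the other alternatives, and 31 were lost over the leave-one-out fits, most often those of SHOX2. Genes at a few counts, such as SSX2, CACNG6 and AC007325.4, are limited by depth.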

Other observations

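The tests of graded responses, of mitochondrial tRNA, of the reference group, of replicate batches and proliferation for the stress response list, and of 7-mers across separate sets of chromosomes were chosen only after a result was seen, and the second direction of the last was added after the first had found no shift for sh76. The other tests were chosen before their own values were seen, but all ran on the libraries that raised the question.

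Each single-hairpin comparison was set against other splits of its 6 samples. For sh76 against scramble, 1 of 10 splits gave as many genes, for sh78 against scramble 1 of 10, and for sh78 against sh76 1 of 10, in each case the real split, and 3 against 3 samples cannot give a share under 0.1. For the 6 hairpin libraries taken as one group against scramble, 2 of 84 splits gave at least the real 323 genes. The other was a batch split, replicate 1 of every group against the rest, with 528 genes, and among the 27 splits that take 1 library of each number the real one was the largest. With the replicate block, 3462 genes were called for the mean of both hairpins. For genes changed in the same direction by both hairpins, 2 of 100 drawn splits gave at least 224; the other, with 227, was the same 3 groups with sh78 in the place of the control.

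That second split raises the question of whether scramble stands apart from the hairpins more than the hairpins stand apart from each other. With scramble as the reference, 224 genes differed from both other groups in the same direction, with sh78 as the reference 227 did, and with sh76 as the reference 160. With the replicate block the numbers were 1412, 1295 and 1209. Without the block sh78 stood apart by about as many genes as scramble, and with the block scramble stood apart by the most. Whether a shared effect of the hairpins is the main difference between these cultures therefore depends on the fit and stays undecided. Each pair of groups differed by 610 to 750 genes, and a gene that separates scramble from both hairpins may owe this to the scramble culture as readily as to GPX3. With 1 control hairpin, these cannot be separated here.

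Seed matches of the control itself were therefore examined. Among 16203 7-mers in the 3′ UTRs of 11234 expressed genes, GTCGCCC marked genes lower with scramble than with both hairpins most strongly, with a z of −8.70, against −4.70 at the lowest in 100 shuffles. For sh78 the best was GTCCCTA (z −7.42, shuffles −5.70) and for sh76 TTAGTAA (z −6.85, shuffles −5.17). The last 2 occur in GPX3 mRNA, as a guide against it would require, but so does GTCGCCC, and 16.4% of the 7-mers do. When the 7-mer was picked on odd-numbered chromosomes and read on the others, GTCGCCC was picked again for scramble and gave a mean log2 shift of −0.101 (95% bootstrap interval −0.135 to −0.072). GTCCCTA was picked for sh78 and gave −0.069 (−0.095 to −0.041). For sh76 another 7-mer, CCACCGG, was picked and gave −0.001 (−0.029 to 0.027), as a pick by chance would. TTAGTAA ranked 5 on the odd-numbered chromosomes and gave −0.045 (−0.061 to −0.029) on the others, but it had been chosen on all genes, so this reading is no separate test. In the other direction, among 7-mers of GPX3 mRNA, TTAGTAA was picked for sh76 and gave −0.033 (−0.048 to −0.019) on the odd-numbered chromosomes, and GTCCCTA was picked for sh78 and gave −0.053 (−0.077 to −0.029). With the shuffles, in which the best 7-mer was picked as well, this argues against selection as the source of the TTAGTAA shift, although 1 of its 2 directions picked another 7-mer. Repeats of the Alu family hold a near variant of GTCGCCC, but genes with that variant alone shifted by −0.07 of the shift of genes with GTCGCCC, which argues against the repeat as the source. These values are consistent with a seed effect of all 3 guides, weakest for sh76, as a hypothesis that the guide sequences, not used here, would settle.

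The scramble 7-mer was concentrated in genes higher with both hairpins. On chromosomes where it had not been picked, 14 of 33 such genes held it (42.4%), against 4.3% of the other genes (Fisher's exact test, two-sided, p 3.75e-11). Over all chromosomes it was 33 of 69 (47.8%, Wilson 95% interval 36.5% to 59.4%), against 4.5%, and whether it accounts for most of the set cannot be told apart at this number. Genes lower with both hairpins held it in 4.5% of cases, against 4.8% of the others. HSD17B10 and DYNLRB1, which rose by nearly the same amount with both hairpins, both hold it in a transcript (2 of 2), as 18.6% of expressed protein-coding genes do, although DYNLRB1 not in its longest 3′ UTR. A candidate explanation for their rise is repression by the scramble guide in the control cultures, in place of a gain on GPX3 loss.

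GDF15 transcripts held a top 7-mer of 0 of the 2 hairpins. The 7-mers were inferred from these libraries and not from the guides, so this count does not decide on seed matches for a single gene. GDF15 was lower with sh78 than with sh76 in 3 of 3 same-numbered pairs (−0.55, −1.40 and −0.85). The main fit did not call this difference (edgeR adjusted p 0.0997), while the fit with the block did (edgeR adjusted p 0.00334). The further change of GDF15 was 0.44 of its mean change, beside 0.51 for GPX3. Neither ratio was given a spread, so how close they are cannot be told. The values allow a GDF15 level that follows GPX3, as a hypothesis resting on 2 levels of knockdown. As a set, other genes did not show this grading: the 686 genes called in the mean of both hairpins other than GPX3 had a further change of 0.08 ± 0.0099 of the mean change (SD over 3 pairs). Single genes could still be graded, such as KLK6, which changed by −1.86 for the mean and by a further −1.08.

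The stress response list fell with both hairpins, which is the direction of GDF15. Its median for the mean of both hairpins was −0.56 after the GC content and length correction with the block, and −0.59 after all libraries were thinned to the smallest total, which argues against these biases and against library size. A batch shift common to the groups cannot be the source, because each replicate number occurs in every group. The list median was below 0 in 6 of 6 same-numbered pairs, which use the same 3 scramble libraries for both hairpins. The mitotic list was higher with both hairpins, by medians of 0.13 and 0.15 that stayed above 0 in all 6 same-numbered pairs (0.03 to 0.20), against fewer proliferating cells. The 9 members without a top 7-mer of either hairpin had a median of −0.56, which argues against direct effects through these 7-mers only. Grading in proportion to GPX3 on the log2 scale is argued against as well. The further change was 0.01, 0.2 and 0.21 of the mean change in the 3 pairs (0.14 ± 0.12, mean and SD). GPX3 had 0.51, a value from the fit over all libraries that was given no spread. A weaker grading stays open: 15 of 19 members were lower with sh78 than with sh76 and 4 higher, with the list not called (camera adjusted p 0.0882).

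A fall of the list with the hairpins and a rise of it with scramble are the same observation in this design. Because HSD17B10 takes part in mitochondrial tRNA processing, its lower level with scramble could raise the stress response there. Mitochondrial tRNA genes were then expected to have more reads in scramble, but their median was below 0 in 2 of 6 pairs. MT-TD (−1.32), MT-TS1 (−1.88) and MT-TL1 (−0.54) were called lower for the mean of both hairpins, and 0 were called higher with either hairpin. The called genes thus go with this route, but only 7 of the 16 tested were lower. Because the members as a set go both ways, and poly-A selection captures few tRNAs, the route cannot be told apart from none. A second control hairpin or re-expression of GPX3 would separate these readings.

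Neighbouring genes were examined for changes in copy number between the cultures. In windows of 40 neighbouring expressed genes, the largest median shift for sh76 against scramble was 0.297 in size, a fall on chromosome 4 from SLIT2 to TMEM33 (20253260 to 41960572), with 35 of 40 genes in that direction. Shuffled gene orders gave at most 0.175, and sh78 had a median of −0.121 in the same window. For sh78 against scramble the largest was 0.182, which 1000 shuffles seldom reached (p 0.002, highest 0.186), on chromosome 20 from FER1L4 to ZHX3 (35558737 to 41317672), where 39 of 40 genes fell and sh76 had −0.175. For sh78 against sh76 it was 0.173, beyond the 0.164 of the shuffles, on chromosome 5 from C5orf22 to CCL28 (31532266 to 43412391), with 34 of 40 genes in that direction. The sizes fell short of the 0.3 set beforehand, the first by little, so a gain or loss in part of the cells cannot be told apart from regional regulation. The sh76 windows beyond the shuffles held 52 of 541 sh76 calls (9.6%, Wilson 95% interval 7.4% to 12.4%), against 3.1% of the genes, which argues against copy number as the source of most calls.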
